A study of Mus musculus with 12 samples. Its data were reported in "Identification of Ephrin type-B receptor 4 as a critical mediator of tissue fibrosis" (2025).

How the data were processed

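Single-nucleus RNA sequencing was performed by the authors on nuclei sorted from the frozen lungs of 12 mice, with 1 library per mouse and 3 mice in each of 4 groups. The groups combined bleomycin or PBS, given into the airway, with NVP-BHG712 or its vehicle, and are named PBS_vehicle, PBS_NVP, Bleo_vehicle and Bleo_NVP. The authors aligned the reads to the mouse genome mm10 (GRCm38) with Cell Ranger and deposited, for each library, a matrix of counts, in which each value is the number of unique molecular identifiers (UMIs) of 1 gene in 1 nucleus barcode. The deposited counts were whole numbers without normalization, and the matrices held 49163 barcodes from before the study's own filters, so filters were applied here. The files pair each Ensembl gene identifier with a symbol. Gene coordinates were taken from GENCODE release M21 on GRCm38.

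The same filters were applied to each library. A nucleus needed at least 200 genes with a UMI, at most 6000 such genes and at most 5% of its UMIs from mitochondrial genes, which left out 13, 96 and 1739 barcodes respectively and passed 47319. Doublets were scored per library with the scrublet method in scanpy, and the nuclei with the highest scores were left out at a rate of 0.8% per 1000 nuclei that passed in the library, which removed 2708 nuclei (5.72%). The remaining 44611 nuclei were used. The study called doublets with another tool and corrected for free RNA with DecontX. Neither step was run here, and free RNA was examined instead by leaving out genes over 10 times higher in another cell class than in fibroblasts.

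Counts of each nucleus were scaled to 10000 and log-transformed, 2000 variable genes were ranked within each library, and 30 principal components were corrected for library with the Harmony algorithm (theta 2, sigma 0.1, lambda 1). Each nucleus was linked to its 20 nearest neighbours, and the graph was clustered by the Leiden method at resolution 1. Genes seen in fewer than 3 kept nuclei were left out, which kept 23514 of 31053 genes. Clusters were named from 27 marker lists, of which 4 describe fibroblast states, by fold change over all other nuclei. A name needed at least 3 of the list's markers, and clusters whose leading genes marked another class, or that were led by ribosomal, haemoglobin or mitochondrial genes, stayed unnamed. Names were rebuilt from markers and are therefore to be read as fibroblast-like, capillary-like and so on. Fibroblasts were clustered again with 20 components at resolution 0.4, after 867 genes were left out of the variable genes: those called between groups in fibroblasts, the marker genes of the subclusters and the 22-gene list named below.

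The UMIs of all nuclei of a class were summed per library, and the 12 sums were fitted together with a mean for each group. Fibroblast sums ranged from 869456 to 9108260 UMIs. Genes were filtered with filterByExpr, scaled by TMM and tested with the robust quasi-likelihood test of edgeR, which is two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene is called when this adjusted p-value is under 0.05. Of the fibroblast genes 10542 were tested, and the biological coefficient of variation was 0.239. The contrasts were Bleo_NVP against Bleo_vehicle, Bleo_vehicle against PBS_vehicle, PBS_NVP against PBS_vehicle, Bleo_NVP against PBS_NVP, and the interaction, which is the difference between the NVP-BHG712 effects under bleomycin and under PBS. CPM values (counts scaled to a common library size) use the TMM library sizes unless another unit is given. A share of nuclei is a single value per library and was compared with two-sided exact permutation tests, adjusted by the Benjamini-Hochberg method over the classes or subclusters. With 3 mice against 3, such a test cannot give a p-value under 0.1, and with 6 against 6 it cannot give one under 0.00216. Other cell classes and subclusters were tested where every group had libraries with at least 20 nuclei.

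Before the data were examined, the contrasts, their tests, the gene lists tested as sets, marker lists, alternatives and the choice of genes to name were fixed, while the tests of explanations other than the splits of libraries and Eln within subclusters were chosen later. In each contrast, genes to name had to be called, to average at least 10 CPM over the 12 libraries and to have no overlap between the CPM values of the 2 groups, and symbols of predicted genes were left out. The 5 largest rises and the 5 largest falls were named for Bleo_NVP against Bleo_vehicle, and 3 and 3 for every other contrast. For the interaction, the overlap was judged between Bleo_NVP and Bleo_vehicle. Ephb4, Efnb2 and a list of 22 genes were named whatever their values. The 22 genes are those that the study took from its RNA sequencing of cultured fibroblasts lacking Ephb4 and comprise 11 extracellular matrix (ECM) genes, 4 genes of cargo leaving the endoplasmic reticulum and 7 transport genes. The 11 ECM genes, 20 collagen genes and 15 genes of activated fibroblasts were also tested as sets with camera in limma, with the correlation between genes estimated from the data. The study chose the 22 genes on other samples, and the remaining lists came from general knowledge.

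Replicate numbers in the labels were checked for pairing by correlating, across 5621 genes, the deviations of same-numbered libraries from their group means. These correlations were 0.801, 0.611 and 0.684 for PBS_vehicle with PBS_NVP, of which the libraries numbered 1 shared a run and those numbered 2 shared another, and were lower for the bleomycin groups. A fit with replicate number as a block was therefore read for PBS_NVP against PBS_vehicle, where it called 0 genes with 61 at an unadjusted p-value under 0.05. The labels give a run number for the PBS and Bleo_NVP libraries and a batch number for the Bleo_vehicle libraries, without saying what each stands for. Only runs 1 and 2 hold libraries of more than 1 group, and both of these groups were given PBS, so run could enter a fit of that contrast alone.

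Alternatives were RLE size factors, the DESeq2 Wald test, no filter on low counts beyond 1 count, doublets kept, nuclei with at least 500 UMIs and at most 1% mitochondrial UMIs, no batch correction, sums thinned to the smallest library, genes over 10 times higher in another class left out, a replicate block, only the 6 libraries compared, and each library left out in turn. After the data were seen, a fit of the 9 libraries other than Bleo_vehicle was added, with a block for libraries that resemble each other in their fibroblast sums across groups, and the same fit without a block. Sets were also tested with fry and with camera at a preset correlation of 0.01, and subclusters were remade at doubled resolution and from all variable genes. Shares were also tested with edgeR on numbers of nuclei.

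The steps were tested on simulated data first. Counts were drawn for the fibroblast sums with 200 genes changed by 1.5 on the log2 scale in Bleo_NVP, and 10270 genes were tested. For Bleo_NVP against Bleo_vehicle 78% of the changed genes were called and 4.29% of the calls were false, for Bleo_NVP against PBS_NVP 82% were called, and for the interaction 39.5% were called. With no gene changed and 10261 genes tested, 0 genes were called in each of the 5 contrasts. With the 13 tested genes of the activated fibroblast list lowered by 1 on the log2 scale, camera gave a p-value of 4.58e-05 for that list, and 3 of 200 random lists had a p-value under 0.05. These genes were drawn independently of each other, while the real list had an estimated correlation between genes of 0.404. The power of camera on the real lists was therefore not measured. In 3000 simulated nuclei of 5 types and 4 batches, Harmony and Leiden returned 5 clusters that matched the types (adjusted Rand index 1), against 20 clusters (index 0.346) without correction.

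Computations used Python 3.11.15 with scanpy 1.11.5, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Harmony was written out in numpy and seeded with 1. Counting intervals for ratios of low counts are exact (Clopper-Pearson) at the 95% level and cover counting error only. Ligand-receptor and pathway analyses of the study were left out, since their tools and databases were not used here. A leading gene of a fibroblast subcluster is not reported here.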

Results

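Gene expression was measured nucleus by nucleus in the lungs of 12 mice by single-nucleus RNA sequencing, in which every nucleus carries its own barcode and every captured RNA molecule a UMI. Mice received bleomycin, a drug that injures the lung and leads to fibrosis, or PBS. They were then given NVP-BHG712, a small molecule that inhibits the EphB4 receptor tyrosine kinase, or its vehicle. Each of the 4 groups had 3 mice and 1 library per mouse. The study asked whether blocking EphB4 lessens lung fibrosis, and this experiment looked at what fibroblasts, the cells that deposit matrix, express when the kinase is inhibited.

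The 12 libraries held 49163 barcodes, 184940649 UMIs and a list of 31053 genes. In PBS_vehicle the library totals were 24232077, 7412858 and 4971534 UMIs, and in PBS_NVP they were 34750439, 8051322 and 5891855 UMIs. In Bleo_NVP they were 3556084, 7043006 and 5486858 UMIs, and in Bleo_vehicle 5408289, 16188637 and 61947690 UMIs, each in the order of replicates 1 to 3. The median per barcode ranged from 925 UMIs in Bleo_vehicle replicate 1 to 5408 UMIs in PBS_vehicle replicate 1. After filtering, 44611 nuclei were used, from 1168 in Bleo_NVP replicate 1 to 11867 in Bleo_vehicle replicate 3. The median mitochondrial share per barcode was 2.56%, 1.32% and 0.668% in the Bleo_vehicle libraries and at most 0.0496% in the other 9. According to the labels, the 3 Bleo_NVP libraries carry run number 4, the PBS libraries run numbers 1, 2 and 3, and the Bleo_vehicle libraries carry batch numbers 6, 6 and 7. No run or batch held bleomycin libraries of both treatments or libraries of bleomycin and PBS mice, so batch and group cannot be told apart in any comparison that involves a bleomycin group.

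**Figure D1:**
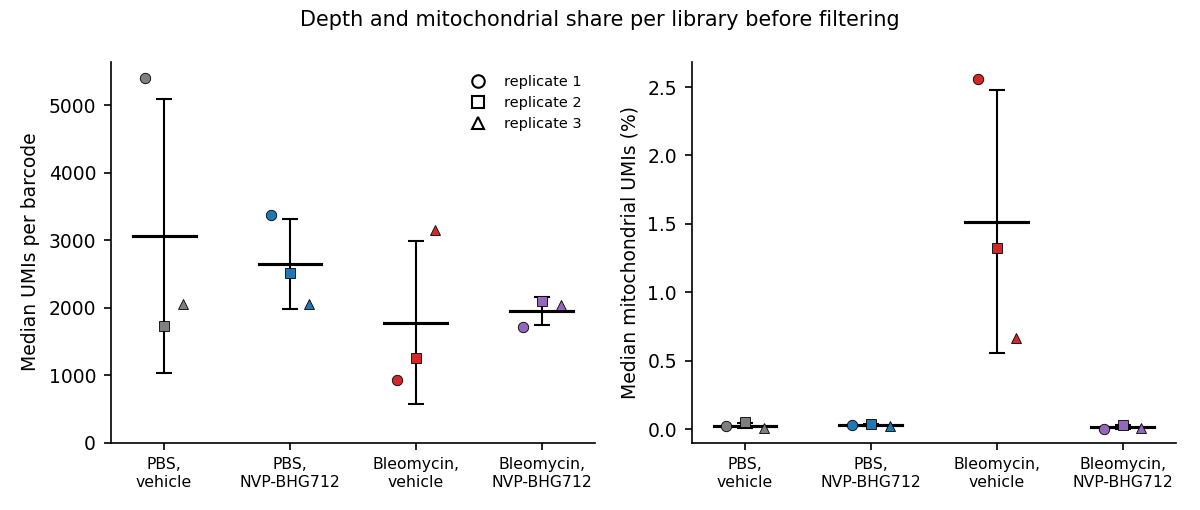
Median UMIs per barcode (left) and median mitochondrial UMIs in percent (right) per library before filtering, with the mean and SD of each group (n = 3). The 3 Bleo_vehicle libraries had medians of 0.668% to 2.56% mitochondrial UMIs, above the 9 others.

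Nuclei fell into 19 named cell classes, whose shares answer whether bleomycin or the inhibitor changed the cellular make-up of the lung. Fibroblasts numbered 9927 and made up 23.6% ± 5.27 (SD, n = 3) of nuclei in PBS_vehicle, 24.2% ± 2.12 in PBS_NVP, 21.8% ± 4.37 in Bleo_vehicle and 26.0% ± 3.47 in Bleo_NVP. Interstitial macrophages or monocytes made up 1.84% ± 0.518, 2.43% ± 1.46, 6.98% ± 1.91 and 2.26% ± 0.751 in the same order. Their share was 5.14 percentage points higher in Bleo_vehicle than in PBS_vehicle, without overlap between the 3 and 3 libraries (exact permutation p = 0.1, the smallest possible, Benjamini-Hochberg adjusted 0.633). It changed by -4.72 points from Bleo_vehicle to Bleo_NVP, again without overlap (exact permutation p = 0.1, adjusted 0.475). Groups did not overlap for 4 of 19 classes between Bleo_NVP and Bleo_vehicle, for 2 between Bleo_vehicle and PBS_vehicle and for 0 in the other pairs, where chance gives 10%. The other classes without overlap were ciliated cells (1.5 points higher in Bleo_NVP than in Bleo_vehicle), club cells (2.62 points higher), lymphatic endothelium (-0.613 points) and, between Bleo_vehicle and PBS_vehicle, smooth muscle (0.334 points higher). With the 6 bleomycin libraries against the 6 PBS libraries, 0 classes had an adjusted p-value under 0.05 and 1 had an unadjusted one, smooth muscle at 0.641% against 0.452% (exact permutation p = 0.0433, adjusted 0.603).

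Counting nuclei with edgeR instead called 1 class, interstitial macrophages or monocytes, between Bleo_vehicle and PBS_vehicle (log2 change 1.92, edgeR adjusted p-value 0.0293, higher in 3 of 3 libraries), and 0 classes between Bleo_NVP and Bleo_vehicle, where the same class alone had an unadjusted p-value under 0.05 (log2 change -1.61, edgeR adjusted p-value 0.0886). Batch correction moved class shares most. Without it the differences for interstitial macrophages or monocytes were 12.2 points (Bleo_vehicle against PBS_vehicle) and -11.75 points (Bleo_NVP against Bleo_vehicle). Those for alveolar macrophages changed sign, from 4.54 to -2.37 points and from -4.59 to 2.30 points. Nuclei in unnamed clusters averaged 3.63% in PBS_vehicle (0.492%, 9.64% and 0.760% in replicates 1 to 3), 1.24% in PBS_NVP, 1.26% in Bleo_vehicle and 1.64% in Bleo_NVP.

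**Figure D2:**
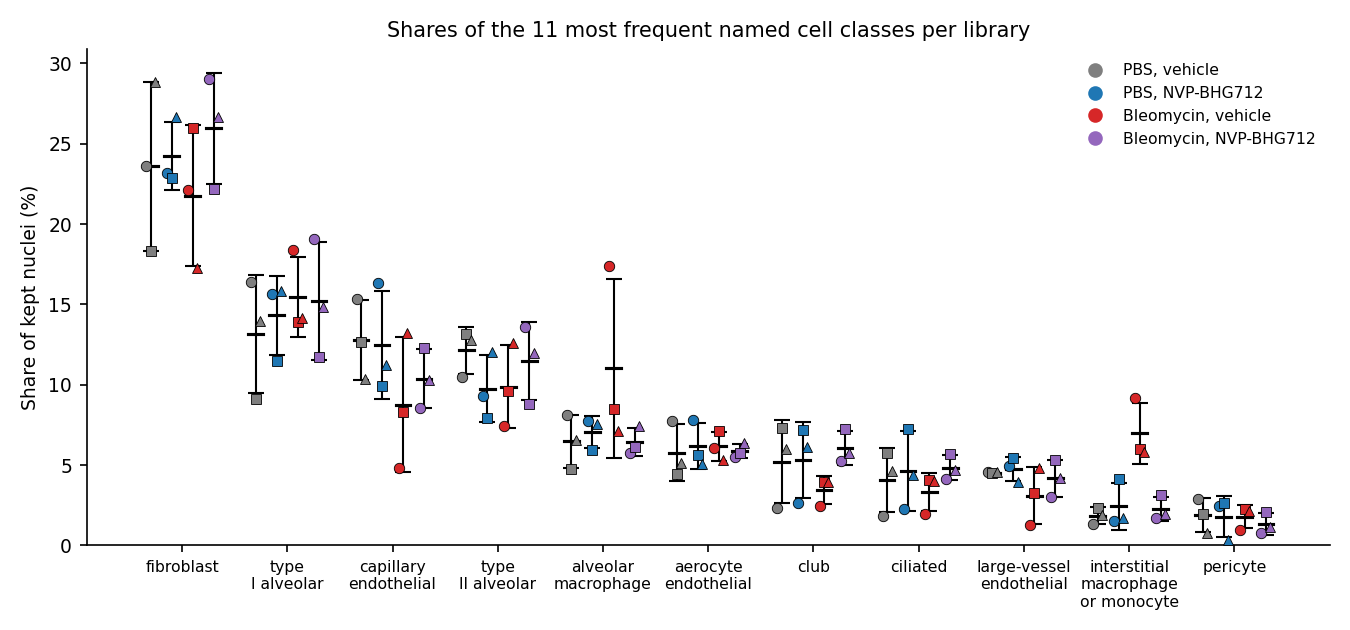
Share of kept nuclei in percent for the 11 most frequent named cell classes, with 1 point per library, the mean and SD (n = 3). Interstitial macrophages or monocytes averaged 6.98% in Bleo_vehicle and between 1.84% and 2.43% in the other groups.

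Fibroblasts were divided into 8 subclusters to ask whether the inhibitor shifted fibroblasts between states. From their markers 3 were named: adventitial (645 nuclei), fibrotic (555 nuclei) and peribronchial (416 nuclei). The leading genes of the fibrotic subcluster included Egr1, Fos, Tnc, Hk2, Thbs1, Wisp1, Junb, Adam12 and Mt2. Of these, Egr1, Fos and Junb are immediate-early genes that stress of the tissue before freezing can also raise. Fibrotic nuclei made up 4.42% ± 1.33 (SD, n = 3) of fibroblasts in PBS_vehicle, 5.48% ± 0.185 in PBS_NVP, 7.48% ± 2.64 in Bleo_vehicle and 3.87% ± 0.55 in Bleo_NVP. The difference was -3.61 points between Bleo_NVP and Bleo_vehicle (exact permutation p = 0.1, adjusted over 8 subclusters 0.267) and 3.06 points between Bleo_vehicle and PBS_vehicle (exact permutation p = 0.1, adjusted 0.4), in both cases without overlap. From PBS_NVP to Bleo_NVP the fibrotic share changed by -1.61 points, also without overlap (exact permutation p = 0.1, adjusted 0.8). The groups of this comparison overlapped in 4 of 5 other settings, where the difference was -0.711 with doublets kept, -0.164 without batch correction, -0.480 at doubled resolution and -0.351 with all variable genes. Between PBS_NVP and PBS_vehicle the fibrotic difference was 1.07 points, with overlap. PBS_NVP was higher without overlap with doublets kept (1.25), without batch correction (0.425), at doubled resolution (1.83) and with all variable genes (0.918). These groups overlapped with nuclei of at least 500 UMIs and at most 1% mitochondrial UMIs (0.977). Between Bleo_NVP and Bleo_vehicle, subclusters 6 (-3.59 points) and 7 (-1.44 points) did not overlap either, at the same exact permutation p of 0.1 and adjusted 0.267. Groups did not overlap for 3 of 8 subclusters in this comparison, for 2 between Bleo_vehicle and PBS_vehicle, for 1 between Bleo_NVP and PBS_NVP and for 0 between PBS_NVP and PBS_vehicle, where chance gives 10%. Under other settings the fibrotic difference between Bleo_NVP and Bleo_vehicle kept its sign, from -2.49 points with doublets kept to -33.1 without batch correction. That between Bleo_vehicle and PBS_vehicle also kept its sign and ranged from 3.03 to 33.3 points. The largest values of both ranges rested mainly on Bleo_vehicle replicate 1. Without batch correction the Bleo_vehicle share was 33.4% ± 44.0 (SD, n = 3). Fibrotic nuclei there numbered 495 of 590, 214 of 1674 and 71 of 2073 fibroblasts in replicates 1 to 3. The unnamed subcluster 0 held 46.5% ± 1.95 of fibroblasts in PBS_vehicle and 26.1% ± 15.6 in Bleo_vehicle, a difference of -20.4 points without overlap (exact permutation p = 0.1, adjusted 0.4). Across 6 bleomycin and 6 PBS libraries its share differed by -11.5 points (exact permutation p = 0.00649, adjusted 0.0520), that of the unnamed subcluster 1 by 10.8 points (exact permutation p = 0.0260, adjusted 0.104), and 0 subclusters passed the threshold, with 2 at an unadjusted p-value under 0.05. Without Bleo_vehicle replicate 3 the same test called 2 subclusters, and without Bleo_NVP replicate 2 or replicate 3 it called 1. Subclusters 6 and 7 were led by genes of endothelial cells (Flt1, Tspan7) and of type I alveolar cells (Rtkn2, Col4a3). Their nuclei had a median of 1.55 and 1.52 times the median UMIs of the fibroblasts of their library, against 1.40 in subcluster 0, the next highest. Doublets that remained were not excluded as their source, and these nuclei stayed in the fibroblast sums.

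The comparison of Bleo_NVP with Bleo_vehicle asks what the inhibitor changed in fibroblasts of injured lungs. In edgeR 773 of 10542 genes were called, 272 higher and 501 lower in Bleo_NVP, and 2443 had an unadjusted p-value under 0.05. Groups did not overlap for 29.7% of the genes tested, where chance gives 10%. Over the alternatives the count ranged from 188 without Bleo_NVP replicate 3 to 1418 with a replicate block. It was 212 and 321 without Bleo_NVP replicates 1 and 2, 294 without Bleo_vehicle replicate 2 and 1259 without Bleo_vehicle replicate 3, the deepest library. Of the 501 genes that fell, 253 (50.5%) were over 10 times higher in another cell class than in fibroblasts, against 12.6% of all genes tested and 3.31% of the 272 that rose. When such genes were left out, 388 genes were called.

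**Figure D3:**
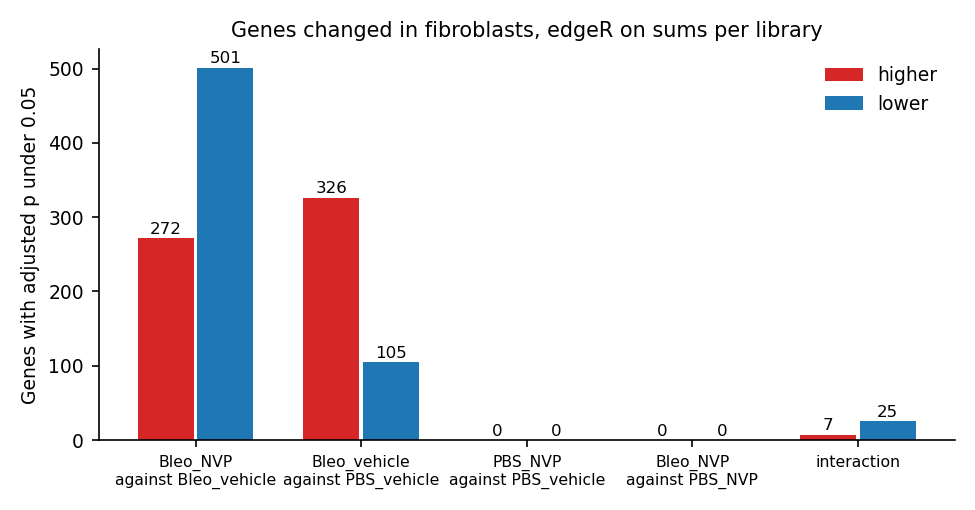
Number of fibroblast genes with an edgeR adjusted p-value under 0.05 in each contrast, higher (red) and lower (blue) in the group named first. The counts were 272 and 501 for Bleo_NVP against Bleo_vehicle, 326 and 105 for Bleo_vehicle against PBS_vehicle, 7 and 25 for the interaction, and 0 for the other contrasts.

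In every gene named by the rule fixed for naming, all 3 libraries of one group lay above all 3 of the other. Among genes that rose, Gsg1l (ENSMUSG00000046182, GRCm38 chromosome 7, 125878420 to 126082411) went from 2.65 CPM ± 3.12 (SD, n = 3) in Bleo_vehicle to 58.4 CPM ± 1.53 in Bleo_NVP, a log2 change of 3.88 ± 0.66 (SE, edgeR adjusted p-value 0.0078). Nr1d1 (ENSMUSG00000020889, chromosome 11, 98767932 to 98775333), a gene of the circadian clock, went from 4.96 CPM ± 3.51 to 59.8 CPM ± 7.45, a log2 change of 3.34 ± 0.33 (edgeR adjusted p-value 6.51e-05). Chst8 (ENSMUSG00000060402, chromosome 7, 34674468 to 34812711) changed by 2.46 ± 0.33 on the log2 scale and the clock gene Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203) by 2.42 ± 0.47. Inpp4b (ENSMUSG00000037940, chromosome 8, 81342556 to 82127914) went from 193 CPM ± 103 to 1298 CPM ± 37.6 (log2 change 2.72, edgeR adjusted p-value 0.0245). Its call was lost without any single Bleo_NVP library (adjusted p-values in edgeR of 0.0661, 0.0578 and 0.0685), without Bleo_vehicle replicate 1 (0.077) and without a filter on low counts (0.0674), within a range of 0.000843 to 0.077 over all alternatives. The other 4 genes kept their call in every alternative.

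Among genes that fell, Chl1 (ENSMUSG00000030077, chromosome 6, 103510586 to 103750211) went from 186 CPM ± 165 (SD, n = 3) to 1.46 CPM ± 0.463, a log2 change of -6.85 ± 0.90 (SE, edgeR adjusted p-value 0.00252). The mitochondrial genes mt-Nd4l (ENSMUSG00000065947, chromosome M, 9877 to 10173) and mt-Nd5 (ENSMUSG00000064367, chromosome M, 11742 to 13565) changed by -5.35 ± 0.55 and -5.32 ± 0.57 on the log2 scale, and both were highest in the Bleo_vehicle libraries, whose mitochondrial share was raised as a whole. Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) had 1153 UMIs in the fibroblasts of Bleo_vehicle and 3 in those of Bleo_NVP, a ratio per UMI sequenced of 142 (95% counting interval 48.5 to 691, edgeR adjusted p-value 0.00653), and was over 10 times higher in another class than in fibroblasts. Hmga2 (ENSMUSG00000056758, chromosome 10, 120361275 to 120476469) had 193 UMIs in Bleo_vehicle and 1 in Bleo_NVP, a ratio of 71.4 (95% counting interval 12.7 to 2835, edgeR adjusted p-value 0.034). The call of Hmga2 was lost without PBS_vehicle replicate 1 (0.0715 in edgeR) or Bleo_NVP replicate 1, 2 or 3 (0.105, 0.128 and 0.123) and under 3 other settings, and the adjusted p-values of its alternatives ranged from 0.000578 to 0.128.

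Bleo_vehicle against PBS_vehicle asks what bleomycin changed in mice given vehicle, although batch parts these groups too. In edgeR 431 genes were called, 326 higher and 105 lower in Bleo_vehicle, and 1917 had an unadjusted p-value under 0.05, while 20.6% of the genes tested had no overlap between groups (10% by chance). The count was 124 without PBS_vehicle replicate 2, 122 without PBS_vehicle replicate 3, 188 without Bleo_vehicle replicate 2 and 936 without Bleo_vehicle replicate 3. Spp1 (log2 change 8.09 ± 1.16, SE, n = 3, edgeR adjusted p-value 0.00483) and Chl1 (7.84 ± 0.91, 0.0012) rose. Hmga2 rose from 2 UMIs to 193, a ratio of 68.1 (95% counting interval 18.6 to 567, edgeR adjusted p-value 0.0307), and its call was lost without PBS_vehicle replicate 1, 2 or 3 (0.12, 0.098 and 0.108), without Bleo_NVP replicate 2 (0.0646) and under 3 other settings, over a range of 0.00017 to 0.12. Nr1d1 fell by 3.55 on the log2 scale (SE 0.32, edgeR adjusted p-value 2.9e-05) and Scn3a (ENSMUSG00000057182, chromosome 2, 65457118 to 65567627) fell by 2.17 (SE 0.32, adjusted 0.00302). Gsg1l fell by 3.45 (SE 0.66, edgeR adjusted p-value 0.0162), a call lost without PBS_vehicle replicate 2 or 3 (0.0579 and 0.0621), without Bleo_vehicle replicate 2 (0.0646) and with only the 6 libraries compared (0.0584), over a range of 1.3e-07 to 0.0646.

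PBS_NVP against PBS_vehicle asks whether the inhibitor changed fibroblasts of uninjured lungs. In edgeR 0 genes were called and 47 of 10542 had an unadjusted p-value under 0.05. Bleo_NVP against PBS_NVP asks what bleomycin changed in mice given the inhibitor. Here, too, 0 genes were called in edgeR, with 320 at an unadjusted p-value under 0.05. Groups did not overlap for 3.97% and 10.1% of the genes, where chance gives 10%. With run number as a block in the 6 PBS libraries, 0 genes were called for PBS_NVP against PBS_vehicle in edgeR and 114 had an unadjusted p-value under 0.05. Both counts stayed at 0 in every setting fixed beforehand and without each library in turn, with 30 to 254 and 143 to 761 genes at an unadjusted p-value under 0.05. The 9 libraries of PBS and Bleo_NVP mice formed 3 blocks that cross the groups, and a fit with these blocks, chosen after the data were seen, called 2 and 5 genes in edgeR, with 409 and 688 at an unadjusted p-value under 0.05. Named after their values were seen, the genes were Tmeff2 (log2 change 1.13, edgeR adjusted p-value 7.63e-05) and Samd12 (-1.16, 0.000816) for PBS_NVP against PBS_vehicle, and Tmeff2 (-1.19, 0.000937), Rcan1 (-0.80, 0.0334), Dusp1 (-0.59, 0.0152), Neat1 (-0.39, 0.0151) and Pcsk5 (0.35, 0.0334) for Bleo_NVP against PBS_NVP. Tmeff2 was among the leading genes of an aerocyte endothelial cluster, and free RNA from such nuclei was not excluded for its calls. The same 9 libraries without a block gave 0 and 0, with 54 and 376 at an unadjusted p-value under 0.05.

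The interaction asks whether the effect of the inhibitor differed between bleomycin and PBS mice. In edgeR 32 genes were called, 7 with a positive and 25 with a negative interaction, and 1485 had an unadjusted p-value under 0.05. Relative to its size, the count depended on single libraries more than those of the other contrasts with called genes. It was 13 without PBS_NVP replicate 1, 15 and 19 without PBS_vehicle replicates 2 and 3, 16 without any single Bleo_NVP library and also without Bleo_vehicle replicate 2. It rose to 140, 94 and 283 without PBS_vehicle replicate 1, Bleo_vehicle replicate 1 and Bleo_vehicle replicate 3. The positive genes named were Nr1d1 (log2 interaction 3.15 ± 0.42, SE, n = 3 per group, edgeR adjusted p-value 0.00229), Chst8 (2.49 ± 0.44, 0.0353) and Scn3a (2.29 ± 0.44, 0.0472). Chst8 lost its call without any of 8 single libraries, namely PBS_vehicle 2 and 3, PBS_NVP 1 and 3, each Bleo_NVP library and Bleo_vehicle 2, with adjusted p-values in edgeR from 0.0605 to 0.104, and with nuclei of at least 500 UMIs and at most 1% mitochondrial UMIs (0.0626), over a range of 6.76e-05 to 0.104. Scn3a lost it without PBS_NVP replicate 2, without any of the same 8 libraries (0.0676 to 0.203 in edgeR) and without batch correction (0.0553), over a range of 9.91e-05 to 0.203. The negative genes were mt-Nd4l (-6.03 ± 0.82, edgeR adjusted p-value 0.00304), mt-Nd5 (-5.93 ± 0.81, 0.00544) and mt-Co1 (ENSMUSG00000064351, chromosome M, 5328 to 6872; -5.45 ± 0.48, 7.4e-05). Without PBS_NVP replicate 1 mt-Nd4l and mt-Nd5 were not called (0.184 and 0.102 in edgeR), and mt-Nd4l was not called with thinned sums either (0.121). Over the alternatives mt-Nd4l ranged from 2.83e-13 to 0.184 and mt-Nd5 from 9.34e-12 to 0.102, while mt-Co1 was called in every alternative.

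Eln encodes elastin, a matrix protein that the study followed from its cell cultures into this experiment. Eln (ENSMUSG00000029675, GRCm38 chromosome 5, 134702593 to 134747323, 33627 UMIs in fibroblasts) averaged 503 CPM ± 284 (SD, n = 3) in PBS_vehicle, 537 CPM ± 243 in PBS_NVP, 1702 CPM ± 906 in Bleo_vehicle and 355 CPM ± 81.8 in Bleo_NVP. From Bleo_vehicle to Bleo_NVP it changed by -2.26 ± 0.52 (SE) on the log2 scale, with an edgeR adjusted p-value of 0.0268 and lower values in 3 of 3 libraries (exact permutation p = 0.1, the smallest possible). This call was lost without Bleo_NVP replicate 1, 2 or 3 (0.1, 0.065 and 0.0978 in edgeR), without Bleo_vehicle replicate 1 (0.0965) and without a filter on low counts (0.0803), and the alternatives ranged from 4.4e-05 to 0.1. From PBS_vehicle to Bleo_vehicle it changed by 1.75 ± 0.51, not called (edgeR adjusted p-value 0.0836, exact permutation p = 0.1). DESeq2 called this change (adjusted p-value 0.00303), and the alternatives ranged from 0.00303 to 0.299. Between PBS_NVP and PBS_vehicle the change was 0.09 ± 0.49 (edgeR adjusted p-value 1), and its sign changed without PBS_vehicle replicate 3 (-0.26), PBS_NVP replicate 1 (-0.17) or PBS_NVP replicate 2 (-0.04). Between Bleo_NVP and PBS_NVP it was -0.60 ± 0.50 (edgeR adjusted p-value 1). The interaction was -2.35 ± 0.71 and not called (edgeR adjusted p-value 0.181, range over alternatives 0.0174 with DESeq2 to 0.431). Over the 6 bleomycin and 6 PBS libraries the difference was 0.66 on the log2 scale (exact permutation p = 0.314).

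**Figure D4:**
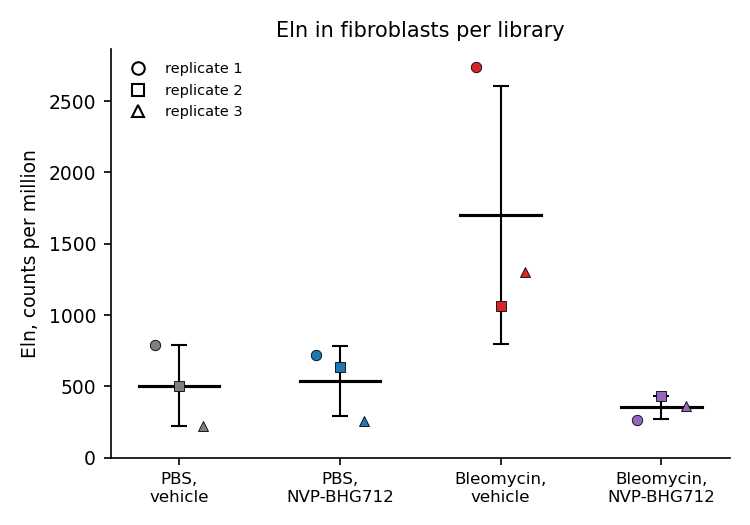
Eln in fibroblasts in CPM, with 1 point per library and the mean and SD of each group (n = 3). The Bleo_vehicle libraries lay between 1062 and 2738 CPM, and the other 9 between 221 and 789 CPM.

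Eln was also tested within the fibroblast subclusters. In 5 of 5 subclusters with enough nuclei, of which the adventitial and peribronchial had only 2 such Bleo_NVP libraries, it was lower in Bleo_NVP than in Bleo_vehicle, by a log2 change of -2.76 ± 0.70 (SE) in subcluster 0, -2.63 ± 0.46 in subcluster 1, -1.45 ± 0.65 in subcluster 2, -0.96 ± 0.65 in the adventitial and -0.92 ± 0.45 in the peribronchial subcluster. Only subcluster 1 passed the threshold (edgeR adjusted p-value 0.0043), and it did so without each library in turn. The leading genes of this unnamed subcluster included the mitochondrial genes mt-Nd1 and mt-Nd3. Whether it stands for a state of fibroblasts was therefore left open. The edgeR adjusted p-values of the others were 0.0738, 0.423, 0.808 and 0.565. The fibrotic subcluster was not among those tested, since it held 14, 15 and 18 nuclei in the Bleo_NVP libraries. With subclusters made from all variable genes it had 2 Bleo_NVP libraries with enough nuclei. Its log2 change of Eln was then -2.66 ± 0.72 (SE, edgeR adjusted p-value 0.11). Eln was lower in Bleo_NVP in the 8 other cell classes in which it was tested as well, by log2 changes from -1.32 in large-vessel endothelium to -5.20 in alveolar macrophages.

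The study's 22-gene list was examined as a whole, since its genes were lower in cultured fibroblasts from bleomycin-treated mice in which Ephb4 had been deleted. Of these, 21 were tested, and Col11a1 (25 UMIs in fibroblasts) was too low. From Bleo_vehicle to Bleo_NVP 10 were higher and 11 lower. In edgeR 3 were called over all genes, 5 when adjusted over the list alone, and 7 had an unadjusted p-value under 0.05. Besides Eln, the calls were Lox (ENSMUSG00000024529, chromosome 18, 52516067 to 52529867), from 64.6 CPM ± 17.7 to 30.5 CPM ± 8.22 (log2 change -1.02 ± 0.29, SE, n = 3, edgeR adjusted p-value 0.0467), and Tll1 (ENSMUSG00000053626, chromosome 8, 64014931 to 64206271), from 7.60 to 2.05 CPM (-1.89, 0.0438). Adjusted over the list alone, Itga5 (ENSMUSG00000000555, -3.19 ± 0.93) and Lamc1 (ENSMUSG00000026478, 0.68 ± 0.21) were also called. With single libraries left out, the log2 change of Itga5 ranged from -3.73 without Bleo_vehicle 3 to -1.28 without Bleo_vehicle 1. Lox lost its call over all genes without PBS_vehicle 2 (0.0584 in edgeR), PBS_NVP 2 or 3 (0.0593 and 0.056), Bleo_NVP 1, 2 or 3 (0.162, 0.0577 and 0.164) and Bleo_vehicle 1 or 2 (0.107 and 0.0747) and under 5 other settings, over a range of 0.00357 to 0.164. Tll1 lost it without any of 9 libraries, namely PBS_vehicle 2, every PBS_NVP and Bleo_NVP library and Bleo_vehicle 2 and 3 (0.0511 to 0.15 in edgeR), and under 3 other settings (range over all alternatives 0.0227 to 0.15). Itga5 gained a call over all genes without Bleo_vehicle 2 or 3 (0.0492 and 0.00943 in edgeR), with DESeq2 and without batch correction (range 0.00428 to 0.178). Lamc1 gained one without PBS_vehicle 1 or Bleo_vehicle 3 (0.0477 and 0.0237 in edgeR), with DESeq2, without a filter and with a replicate block (range 0.0181 to 0.219). For the other genes the log2 changes were 0.69 for Itgb1, 0.49 for Arf4, 0.40 for Loxl2, 0.31 for Cnih1, 0.31 for Sec23a, 0.17 for Arcn1, 0.05 for Copg1, 0.04 for Sec24d, 0.00 for Tubb6, -0.01 for Copb2, -0.10 for Lman1, -0.16 for Kdelr2, -0.20 for Tuba1a, -0.44 for P3h1, -0.55 for P4hb and -1.003 for Pxdn. None of these 16 was called, at edgeR adjusted p-values of 0.113 to 0.999.

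From PBS_vehicle to Bleo_vehicle 13 of the 21 genes were higher and 8 lower. In edgeR 1 was called over all genes, Tll1 (log2 change 2.10, adjusted p-value 0.0274), and 3 when adjusted over the list alone (Eln, Itga5 and Tll1). Tll1 lost this call without PBS_vehicle 2 or 3 (0.0886 and 0.104 in edgeR), Bleo_vehicle 2 or 3 (0.0708 and 0.0921), with doublets kept (0.0735) and with only the 6 libraries compared (0.0822), over a range of 0.00989 to 0.104. Itga5 gained it without Bleo_vehicle 2 or 3 (0.0494 and 0.00842 in edgeR), with DESeq2 and without batch correction (range 0.00257 to 0.21). Its log2 change ranged from 1.375 without Bleo_vehicle 1 to 3.82 without Bleo_vehicle 3 when single libraries were left out. For PBS_NVP against PBS_vehicle, Bleo_NVP against PBS_NVP and the interaction, 0 genes of the list were called either way, with 0, 0 and 4 at an unadjusted p-value under 0.05.

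Sets of genes were tested to ask whether matrix programmes moved as a whole. For Bleo_NVP against Bleo_vehicle the median log2 change was -0.78 over 10 tested ECM genes, -0.58 over 18 collagen genes and -2.26 over 13 genes of activated fibroblasts. For Bleo_vehicle against PBS_vehicle it was 0.44, 0.42 and 2.20. None of these 6 tests passed with camera and an estimated correlation (adjusted p-values by Benjamini-Hochberg 0.229, 0.265, 0.191, 0.191, 0.265 and 0.191), and 1 had an unadjusted p-value under 0.05, activated fibroblasts in Bleo_vehicle against PBS_vehicle. The alternative that moved them most was the preset correlation of 0.01, under which 5 of the 6 tests passed (6.69e-06 for activated fibroblasts in the first contrast, 3.84e-08 in the second, limma camera), all but collagen in the first contrast. Under fry the ECM and activated lists passed in both contrasts (0.03) and collagen did not (0.0566). The estimated correlation between genes was 0.11, 0.122 and 0.404 for the 3 lists. Without Bleo_vehicle replicate 1 camera called the activated list in both contrasts (limma adjusted p-values 0.0127 and 0.00665), and over all libraries left out in turn they reached 0.239. Genes called in edgeR over all genes numbered 3, 2 and 5 in the first contrast and 6, 6 and 8 when adjusted over the list alone. In the second contrast they numbered 1, 1 and 5, and 3, 3 and 9 adjusted over the list alone.

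Fold changes of both bleomycin contrasts were compared to ask whether the inhibitor moved genes opposite to bleomycin. Across 10542 genes, which are not independent replicates, the log2 changes of Bleo_NVP against Bleo_vehicle and of Bleo_vehicle against PBS_vehicle had a Pearson r of -0.868. Since both contrasts use the Bleo_vehicle libraries, 20 simulations without any group difference gave a mean r of -0.471 (-0.491 to -0.441). These drew the libraries as independent, while the deviations of same-numbered PBS_vehicle and Bleo_NVP libraries correlated at -0.1, 0.493 and 0.356. A positive correlation of these groups makes r more negative even without a group difference. How far the values of this paragraph lie from no group difference was therefore left open. Over the 431 genes called for bleomycin r was -0.958, against -0.764 in the simulations, and 100% of them moved the opposite way, against 88.6% (85.2% to 91.4%). With Bleo_NVP against PBS_NVP, which shares no library with Bleo_vehicle against PBS_vehicle, r was -0.151 (simulations -0.0205 to 0.0236), and 31.8% of the 431 genes moved the same way in both, against 49.8% (45.9% to 55.5%) in the simulations.

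**Figure D5:**
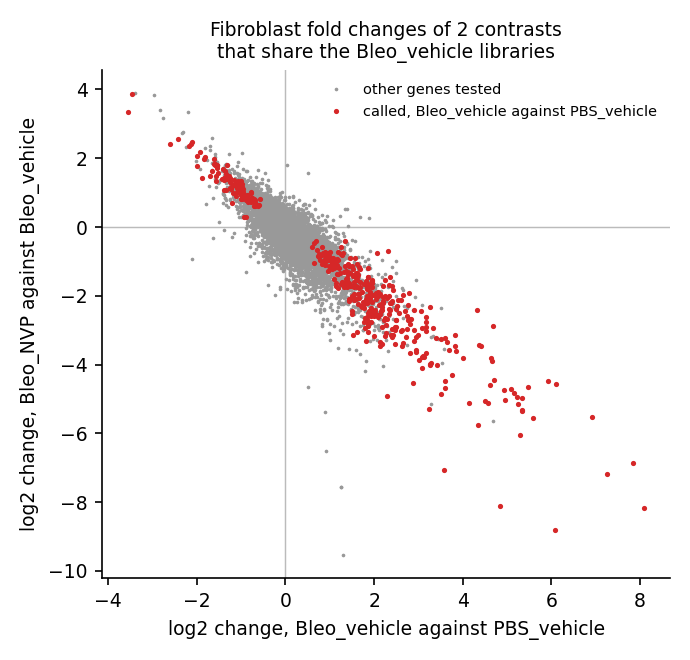
Log2 change of each fibroblast gene between Bleo_NVP and Bleo_vehicle against that between Bleo_vehicle and PBS_vehicle, with the 431 genes called in the latter in red. The Pearson r was -0.868 over all genes and -0.958 over the called ones. Simulations of independent libraries without group differences gave -0.471 and -0.764.

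The same comparison of Bleo_NVP with Bleo_vehicle was made in other cell classes to ask whether the changes were particular to fibroblasts. In edgeR 1799 genes were called over 9 classes. There were 491 in type I alveolar cells, 292 in ciliated cells, 263 in capillary endothelium, 243 in alveolar macrophages, 227 in type II alveolar cells, 148 in club cells, 76 in large-vessel endothelium, 59 in aerocytes and 0 in interstitial macrophages or monocytes (242 at an unadjusted p-value under 0.05). The total was 521, 490 and 485 without Bleo_NVP replicates 1, 2 and 3, 622 without Bleo_vehicle replicate 2 and 5730 without Bleo_vehicle replicate 3. With single libraries left out, the count ranged from 48 to 678 in type I alveolar cells and from 40 to 1874 in ciliated cells. The order of the classes was therefore not stable. For PBS_NVP against PBS_vehicle and for Bleo_NVP against PBS_NVP 0 genes were called in each of the 9 classes, with 23 to 120 and 86 to 276 per class at an unadjusted p-value under 0.05.

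The target of the inhibitor was measured last. In fibroblasts Ephb4 (ENSMUSG00000029710, chromosome 5, 137350109 to 137378669, 680 UMIs) averaged 16.8 CPM ± 5.53 (SD, n = 3) in PBS_vehicle, 14.8 CPM ± 1.94 in PBS_NVP, 19.1 CPM ± 4.11 in Bleo_vehicle and 13.8 CPM ± 1.90 in Bleo_NVP, and was not called in any of the 5 contrasts (edgeR adjusted p-values 0.359 to 1). From Bleo_vehicle to Bleo_NVP it changed by -0.48 ± 0.30 (SE) on the log2 scale. The change from PBS_vehicle to Bleo_vehicle was 0.14 and turned negative without PBS_vehicle replicate 2 (-0.04), without Bleo_vehicle replicate 2 (-0.07) and with thinned sums (-0.25). In CPM of all UMIs of the class, Ephb4 averaged 151 to 175 in capillary and 208 to 225 in large-vessel endothelium over the 4 groups. In the same unit it averaged 17.0, 15.2, 19.4 and 13.1 in fibroblasts of PBS_vehicle, PBS_NVP, Bleo_vehicle and Bleo_NVP. Free RNA gives UMIs in cells that do not express a gene, and in the same order Ephb4 averaged 3.16, 4.83, 9.07 and 0.859 in alveolar macrophages, 6.73, 5.70, 26.1 and 4.49 in ciliated cells and 21.7, 16.9, 24.3 and 14 in type II alveolar cells, and 8.44, 6.15, 8.97 and 8.36 in type I alveolar cells. The fibroblast level thus lay above that of alveolar macrophages and type I cells in all 4 groups, under that of ciliated cells in Bleo_vehicle and under that of type II cells in all 4. Whether any of these classes expresses Ephb4 was not tested, so whether fibroblasts exceed free RNA was left open. It was not called in the 3 endothelial classes tested for Bleo_NVP against Bleo_vehicle (edgeR adjusted p-values 0.389 to 0.933). Efnb2 (ENSMUSG00000001300, chromosome 8, 8617434 to 8661242), which encodes the ligand of EphB4, changed by -1.13 ± 0.47 (SE, n = 3) in fibroblasts from Bleo_vehicle to Bleo_NVP and was not called (edgeR adjusted p-value 0.173). It was called without PBS_vehicle replicate 1 (0.0368 in edgeR), with a replicate block (0.0316) and with only the 6 libraries compared (0.0459), and its alternatives ranged from 0.0316 to 0.39. Its change from PBS_vehicle to Bleo_vehicle was 0.21 and turned negative without PBS_vehicle replicate 2 (-0.05) or replicate 3 (-0.10).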

Values the study reported

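The study reported sequencing 49,163 nuclei, of which 39,611 were analysed after filtering. It reported 4 subclusters of fibroblasts.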

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

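The splits of the libraries were planned, and the tests on mitochondrial UMIs by class were chosen only after the high mitochondrial share of Bleo_vehicle was seen.

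In edgeR 32 fibroblast genes had an effect of NVP-BHG712 that differed between bleomycin and PBS mice, and this was singled out because the difference itself was tested as an interaction. The treatment labels were permuted within the PBS and within the bleomycin libraries, and 100 of the 200 possible splits were drawn. In 7 of the 100 as many genes were called, the real split included, so a count of 32 is within what other splits of the same libraries gave. All 7 were splits that kept Bleo_NVP apart from Bleo_vehicle, of which 10 were drawn. The count thus followed the separation of the bleomycin libraries more than the labels of the PBS libraries. It was also moved by single libraries, from 13 without PBS_NVP replicate 1 to 283 without Bleo_vehicle replicate 3. Bleo_NVP and Bleo_vehicle shared no batch, and a batch difference and an effect of the inhibitor under bleomycin cannot be told apart here. A different effect of NVP-BHG712 in injured lungs stays open and was not tested apart from batch.

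The Bleo_vehicle libraries held 1691 of 24008 barcodes (7.04%) over the limit of 5% mitochondrial UMIs, against 48 of 25155 (0.191%) in the other 9 libraries, and these barcodes were used in no comparison. They were singled out because the signal lay outside the measurement used and above that of the control libraries. Barcodes over the limit were not assigned to cell classes, so values by class exist for kept nuclei only. Among the kept nuclei of Bleo_vehicle the largest part of the mitochondrial UMIs held by 1 class was 18.0%, in fibroblasts, which held 20.5% of all UMIs there. This does not decide whether 1 class gave most of the barcodes over the limit. In 10 of 10 classes with at least 20 nuclei per library, all 3 Bleo_vehicle libraries had a higher mean mitochondrial share of kept nuclei than all 9 others. A difference in how the nuclei were prepared could raise mitochondrial RNA in this way. Injury from bleomycin might do so as well, although the Bleo_NVP libraries, also from bleomycin mice, did not show it. All Bleo_vehicle libraries and no others carry a batch number (6 or 7), and the labels do not say what it stands for, so these explanations cannot be told apart. The mitochondrial genes among the interaction genes bear the same limit.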

How the results depend on the processing

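The tests with a block of libraries that resemble each other, and of the same 9 libraries without it, were chosen only after the data were seen.

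The 20 results that answer a comparison were recomputed under 147 combinations of result and setting besides leaving out libraries, of which 117 kept the direction and the side of the threshold and 30 did not (6 weaker, 22 stronger, 2 moved). Counts of called fibroblast genes are given in the order Bleo_NVP against Bleo_vehicle, Bleo_vehicle against PBS_vehicle and interaction, where the main counts were 773, 431 and 32. The DESeq2 Wald test left the first within 1.5 times and gave 719 and 250 for the others, and no filter on low counts gave 885 and 344. With nuclei of at least 500 UMIs and at most 1% mitochondrial UMIs the first 2 were 450 and 190, of which 437 and 184 genes were among those called before. Without genes over 10 times higher in another class they were 388 and 190, where the smaller number of genes tested is part of the change. A replicate block gave 1418, 904 and 347, no batch correction gave 55 for the interaction, and using only the 6 libraries compared gave 123 for Bleo_vehicle against PBS_vehicle, a smaller fit. A block of libraries that resemble each other, fitted to the 9 libraries without Bleo_vehicle, gave 2 genes for PBS_NVP against PBS_vehicle and 5 for Bleo_NVP against PBS_NVP, where all 12 libraries and the same 9 without a block gave 0. The blocks were drawn from the fibroblast sums they were then used to fit. Apart from these constructions, the cause was not tested.

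The log2 change of Eln from Bleo_vehicle to Bleo_NVP was -2.20 without a filter and no longer called (edgeR adjusted p-value 0.0803). From PBS_vehicle to Bleo_vehicle it was 1.76 with DESeq2 and 1.83 with a replicate block, and the interaction was -2.33 with DESeq2, each then called. The cause was not tested. For gene sets, fry gave an adjusted p-value of 0.03 for ECM and activated fibroblast genes in both contrasts. Camera with the preset correlation gave 0.0397 for ECM and 6.69e-06 for activated genes between Bleo_NVP and Bleo_vehicle, and 0.0374 for ECM, 0.0397 for collagen and 3.84e-08 for activated genes between Bleo_vehicle and PBS_vehicle. The preset value is under the estimated correlations of 0.11, 0.122 and 0.404, which by construction makes these p-values smaller. The correlation of fold changes moved to -0.958 over genes called for bleomycin and to -0.151 without a shared library.

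Leaving out 1 library at a time changed 36 of 228 such values (22 weaker, 11 stronger, 3 reversed). Across these 12 fits the counts ranged from 188 (without Bleo_NVP replicate 3) to 1259 (without Bleo_vehicle replicate 3) for Bleo_NVP against Bleo_vehicle, from 122 (without PBS_vehicle replicate 3) to 936 (without Bleo_vehicle replicate 3) for Bleo_vehicle against PBS_vehicle, from 13 (without PBS_NVP replicate 1) to 283 (without Bleo_vehicle replicate 3) for the interaction and from 485 (without Bleo_NVP replicate 3) to 5730 (without Bleo_vehicle replicate 3) in the other classes. Eln ranged from -2.50 (without Bleo_vehicle replicate 2) to -1.73 (without Bleo_vehicle replicate 1) between Bleo_NVP and Bleo_vehicle. Between PBS_NVP and PBS_vehicle it ranged from -0.26 (without PBS_vehicle replicate 3) to 0.57 (without PBS_vehicle replicate 1), and its sign also changed without PBS_NVP replicate 1 (-0.17) or 2 (-0.04). The adjusted p-values of camera for activated genes ranged from 0.0127 to 0.239 and from 0.00665 to 0.239 in the contrasts given above, with both lowest values without Bleo_vehicle replicate 1. Between 0 and 2 subclusters had a called share in the 6 against 6 comparison, with 2 without Bleo_vehicle replicate 3. The cause was not tested.

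Among the other values, 43 of 365 changed under other settings (21 weaker, 9 stronger, 12 moved, 1 reversed) and 108 of 660 when a library was left out (88 weaker, 16 stronger, 4 reversed). The change of Ephb4 from PBS_vehicle to Bleo_vehicle reversed with thinned sums (-0.25), without PBS_vehicle replicate 2 (-0.04) and without Bleo_vehicle replicate 2 (-0.065), and was highest without PBS_vehicle replicate 1 (0.46). That of Efnb2 reversed without PBS_vehicle replicate 2 (-0.05) and replicate 3 (-0.10), and was highest without PBS_vehicle replicate 1 (1.195). The smallest fibroblast sum, 869456 UMIs in Bleo_vehicle replicate 1, limits what can be said of genes as low as Ephb4. The cause was not tested.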

Other observations

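The splits of the libraries and the test of Eln within subclusters were planned. The other tests in this part, namely those of free RNA, nuclei with over 1% mitochondrial UMIs, gene length, differences shared by all classes, batch, a missing bleomycin response, the clock lists, the closest libraries, their blocks and shared barcodes, were chosen only after the results that prompted them were seen.

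For every comparison of 3 with 3 libraries, the 6 libraries were split in all 10 ways. Such a count can never give a share under 0.1 and so cannot exclude that any split would do. Only the real split, 1 of the 10, gave as many called fibroblast genes for Bleo_NVP against Bleo_vehicle, and likewise 1 of 10 for Bleo_vehicle against PBS_vehicle and 1 of 10 for the total over 9 other classes. For PBS_NVP against PBS_vehicle and for Bleo_NVP against PBS_NVP 10 of 10 splits gave at least the 0 genes of the real one, with 47 and 320 at an unadjusted p-value under 0.05 in the real one. For the camera p-values of ECM, collagen and activated genes, 4, 7 and 3 of 10 splits gave one as small between Bleo_NVP and Bleo_vehicle, and 3, 5 and 1 of 10 between Bleo_vehicle and PBS_vehicle.

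Of the genes that fell in fibroblasts from Bleo_vehicle to Bleo_NVP, 50.5% were over 10 times higher in another class, against 12.6% of all genes tested. This is consistent with free RNA, or nuclei of other classes, adding more to the fibroblast sums of Bleo_vehicle than to those of Bleo_NVP, and it may account for that part of the fall. A true rise of such genes in fibroblasts of Bleo_vehicle was not tested apart from it.

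The 511 called genes that were not over 10 times higher in another class were examined for other explanations. Of these, 506 were also tested without nuclei of over 1% mitochondrial UMIs or under 500 UMIs. All 506 kept their direction, the median ratio of the log2 changes was 0.928, and 293 (57.9%) were still called. This argues against the nuclei left out as the whole cause. Mitochondrial genes were among those still called, and without them 281 of 494 were. The filter thus left a mitochondrial difference between the groups, and an effect of the nuclei within its limits stays open. A trend with gene length was not decided, since rho between log2 change and length across genes, which are not independent, was 0.157, against -0.205 for PBS_NVP against PBS_vehicle and 0.376 for Bleo_NVP against PBS_NVP. The 13 mitochondrial genes of the group were left out of the lengths and of the test by direction below. Genes of this group that rose had a median length of 81549 bases and those that fell 24928, against 32126 for all genes tested. A difference shared by all classes of a library was tested by direction in 9 other classes. The median share of these genes that changed the same way was 72.6% (63.5% to 76.4%), which left this open for the group as a whole. For the part that fell, the lowest share over the classes was 83.5% (median 86.5%), so a library-wide difference might explain much of that part. For the part that rose, the lowest share was 50.3% and the median 63.4%, so the same reading was not borne out there. A batch cannot be told apart from the treatment, because 0 batches held libraries of both groups. An effect of NVP-BHG712 stays open for the same genes.

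The lower Eln of Bleo_NVP against Bleo_vehicle was tested against 4 technical explanations. It was lower in 5 of 5 fibroblast subclusters tested, the fibrotic one not among them. This argues against a different mix of the subclusters tested as the whole cause. These subclusters were made without the genes called between groups and the marker genes, and after correction for library. A shift of fibroblast state within them was therefore not tested and stays open. The log2 change of Eln was -2.34 without nuclei of over 1% mitochondrial UMIs or under 500 UMIs (edgeR adjusted p-value 0.0406, range over alternatives 4.4e-05 to 0.1). This argues against the nuclei left out as the whole cause, while an effect of the nuclei within these limits was not tested. The difference in alveolar macrophages or ciliated cells, the larger, was 16.4% of that in fibroblasts, which argues against free RNA as the whole cause. It was 17.5% in capillary and 43.4% in large-vessel endothelium, classes with 133 and 829 CPM of Eln in PBS_vehicle. Eln was nevertheless lower in Bleo_NVP in all 8 other classes in which it was tested (log2 change -1.32 to -5.20), so free RNA as a part of the difference, or a difference shared by the whole library, stays open. The highest Eln among the 6 PBS libraries was 3.57 times the lowest, so libraries differed in Eln without bleomycin, and a batch cannot be told apart from an effect of the inhibitor because the groups shared none. The call itself was lost without Bleo_NVP replicate 1, 2 or 3 (0.1, 0.065 and 0.0978 in edgeR) or Bleo_vehicle replicate 1 (0.0965).

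With 0 genes called between Bleo_NVP and PBS_NVP in fibroblasts (320 at an unadjusted p-value under 0.05), it was asked whether the Bleo_NVP libraries showed a bleomycin response. Of the 431 genes called for bleomycin under vehicle, 31.8% moved the same way from PBS_NVP to Bleo_NVP, where simulations without a group difference gave 45.9% to 55.5%. Over all 10542 genes tested, the correlation of the log2 changes of these 2 contrasts, which share no library, was -0.151, against -0.0205 to 0.0236 in the simulations. The simulations drew the libraries as independent, while the deviations of same-numbered PBS_vehicle and PBS_NVP libraries correlated at 0.801, 0.611 and 0.684. Each contrast subtracts 1 of these groups, so this would raise the values expected without a group difference, away from those seen. Deviations of PBS_vehicle and Bleo_NVP libraries correlated at -0.1, 0.493 and 0.356, and a positive correlation there would lower the expected values. Neither was simulated, so these ranges decide nothing. A missing bleomycin response, by a wrong label or a dose that did not reach the lung, and an inhibitor that blocked the response stay open for the lack of called genes. Neither predicts by itself that most of these genes move the opposite way, and another difference between the libraries, such as batch, may add to this. These cannot be told apart, because no measure of injury independent of expression was used here.

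Since Nr1d1 and Dbp rose and belong to the circadian clock, a different time of day of tissue collection was tested with a list of 10 clock genes high with Nr1d1 and a list of 5 of the opposite phase. The lists parted in the expected directions in 5 of 10 classes, namely fibroblasts, ciliated, club, type I and type II alveolar cells. The first list holds Nr1d1 and Dbp themselves. Without them, its 8 other genes in fibroblasts had a mean log2 change of 0.44 (SD 0.90), with 5 of 8 higher, and the 5 genes of the second list one of -1.55 (SD 1.11), with 5 of 5 lower. In type II cells the mean without them was -0.03, with 2 of 5 higher. It was 1.03 in ciliated cells (5 of 5 higher), 0.641 in type I cells (4 of 6) and 0.604 in club cells (3 of 5). In fibroblasts Nr1d2 (log2 change 1.09, edgeR adjusted p-value 0.0232), Cry1 (-1.70, 0.0038) and Nfil3 (-3.13, 0.035) were also called, each in the expected direction. Per2, Per3 and Ciart of the first list went the other way and were not called. From PBS_vehicle to Bleo_vehicle, Nr1d1, Dbp, Cry1 and Nfil3 were called in the opposite direction. Between PBS_NVP and Bleo_NVP none of these genes was called, so the calls all involved the Bleo_vehicle libraries. The 5 classes in which the lists did not part rested on 1 to 6 and 2 to 4 genes, most of them mixed in direction, as capillary endothelium (2 of 6 higher, 2 of 3 lower) and alveolar macrophages (2 of 5 and 1 of 4). So few genes decide nothing, and a different time of day and a batch, which cannot be told apart from the groups, both stay open.

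In fibroblasts 8 of 12 libraries were closer to a library of another group than to any of their own, as PBS_vehicle replicate 1 and PBS_NVP replicate 1 (r = 0.992 across genes), which shared a run. The lowest chi-square per degree of freedom over the pairs of libraries was 1.68, above sampling noise, which argues against a library present more than once. By this measure the 9 libraries of PBS and Bleo_NVP mice formed 3 blocks, with 1.68 to 2.47 within and at least 4.88 between them: the libraries numbered 1 of both PBS groups, the 3 numbered 2, and the 3 numbered 3 with Bleo_NVP replicate 1. A fit with these blocks is among the alternatives above. A hidden preparation batch could make libraries of different groups alike. The median number of libraries, of 12, with the same closest library in another class was 5, which decides nothing for the libraries as a set. For PBS_vehicle replicate 1 and PBS_NVP replicate 1 the closest library was the same in 9 and 8 of 9 other classes. The likeness of this pair was thus not particular to fibroblasts. For the other PBS and Bleo_NVP libraries the closest library was the same in 0 to 3 classes. No biological explanation was tested. PBS_NVP replicate 3 and Bleo_NVP replicate 1 shared 10 barcodes where 0.642 were expected (exact one-sided Poisson p = 1.84e-09, Benjamini-Hochberg adjusted over all pairs 1.21e-07).

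Fibroblasts formed 8 subclusters here. That is higher than the number quoted from the study above. Such a number depends on the clustering resolution and on the doublet and free RNA steps, which were not matched to the study. The difference therefore says nothing about how many states of fibroblasts the lungs held.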
